# Binary Switching of Calendar Cells in the Pituitary Defines the Phase of the Circannual Cycle in Mammals

**DOI:** 10.1016/j.cub.2015.09.014

**Published:** 2015-10-19

**Authors:** Shona H. Wood, Helen C. Christian, Katarzyna Miedzinska, Ben R.C. Saer, Mark Johnson, Bob Paton, Le Yu, Judith McNeilly, Julian R.E. Davis, Alan S. McNeilly, David W. Burt, Andrew S.I. Loudon

## Abstract

Persistent free-running circannual (approximately year-long) rhythms have evolved in animals to regulate hormone cycles, drive metabolic rhythms (including hibernation), and time annual reproduction. Recent studies have defined the photoperiodic input to this rhythm, wherein melatonin acts on thyrotroph cells of the pituitary pars tuberalis (PT), leading to seasonal changes in the control of thyroid hormone metabolism in the hypothalamus. However, seasonal rhythms persist in constant conditions in many species in the absence of a changing photoperiod signal, leading to the generation of circannual cycles. It is not known which cells, tissues, and pathways generate these remarkable long-term rhythmic processes. We show that individual PT thyrotrophs can be in one of two binary states reflecting either a long (EYA3^+^) or short (CHGA^+^) photoperiod, with the relative proportion in each state defining the phase of the circannual cycle. We also show that a morphogenic cycle driven by the PT leads to extensive re-modeling of the PT and hypothalamus over the circannual cycle. We propose that the PT may employ a recapitulated developmental pathway to drive changes in morphology of tissues and cells. Our data are consistent with the hypothesis that the circannual timer may reside within the PT thyrotroph and is encoded by a binary switch timing mechanism, which may regulate the generation of circannual neuroendocrine rhythms, leading to dynamic re-modeling of the hypothalamic interface. In summary, the PT-ventral hypothalamus now appears to be a prime structure involved in long-term rhythm generation.

## Highlights

• A circannual timer may reside in the pituitary pars tuberalis thyrotroph
• This is defined by a digital switching mechanism controlling EYA3 expression
• The circannual clockwork drives a morphogenic cycle in the PT and hypothalamus
• This involves recapitulation of a developmental program

## Introduction

A complex repertoire of adaptive physiological cycles has evolved in vertebrates as a critical survival strategy for life in seasonal environments. These cycles are normally entrained by annual changes in day length (photoperiod), allowing animals to use a predictable changing signal to initiate complex physiological changes over the course of the year [1, 2]. This photoperiodic mechanism is known to entrain an underlying circannual clock, in which endogenous long-term free-running rhythms of physiology and behavior are tuned by an environmental signal. Circannual (approximately year-long) cycles are dominant features of the seasonal biology of mammals; they drive processes such as hibernation, metabolism, fattening, and reproductive activity [1–7] and persist when animals are kept in constant fixed photoperiods for many years [8–10].

The photoperiodic mechanism in vertebrates is known to involve seasonal regulation of thyroid hormones (THs), mediated in mammals via specialized cells (thyrotrophs) in the pituitary pars tuberalis (PT). It is not established whether this TH-input mechanism is also involved in the generation of long-term circannual cycles or whether separate molecular pathways and anatomical sites are involved. To address this, we examined the role of the circadian-controlled transcriptional co-activator EYA3 as the key upstream regulator of photoperiodic responses. Classic early studies [11] proposed that the circadian clock is co-opted for photoperiodic time measurement (external co-incidence hypothesis). It is posited that the core circadian clockwork drives a rhythmic circadian-regulated output gene(s), which then regulates a seasonal reproductive response. EYA3 is a strong candidate in mammals for this critical circadian-regulated gene [12]. A current model proposes that the rhythmic melatonin signal sets a local circadian oscillation in the PT via induction of the clock gene Cry1 [1, 13–15]. On short winter photoperiods (SPs), the peak phase of EYA3 is 12 hr after dark onset, coincident with nocturnal melatonin, which suppresses EYA3 expression [16]. On long photoperiods (LPs), the phase of expression is now coincident with light, and the gene is de-inhibited. This leads to co-activation of the TSHβ promoter in the PT thyrotoph, driving seasonal ependymal de-iodinase enzyme (DIO) signaling and TH metabolism [12]. Two de-iodinase enzyme genes (DIO2 and DIO3) reciprocally regulate to determine the local concentrations of the biologically active form of TH, triodothyronine (T3). TSHβ stimulation of DIO2 on LPs elevates T3 in specific neural sites, and this change has been shown experimentally to activate a summer-type physiology. The nature of the neuroendocrine cascade triggered by the summer brain T3 has been extensively reviewed recently (in birds and mammals [17, 18], bony fish [19], and seasonal hypothalamic relays [1, 20]), thus linking a proposed circadian mechanism to a seasonal output.

Importantly, we now show that the EYA3/TSHβ relay is not just a “slave” to photoperiod, but may be centrally involved in circannual timing. The PT operates a novel binary switching mechanism in which the relative proportion of individual EYA3-expressing cells reflects the circannual phase. We also reveal long-term morphogenic changes in neuroendocrine tissues and extensive remodeling of developmental programs over the circannual cycle. The PT is thus a prime candidate site in mammals for the generation of circannual rhythms.

## Results

### Expression of EYA3 and Chromogranin Protein in the PT

We characterized photoperiod-regulated proteins in the PT, using tissues collected from castrate male sheep maintained in controlled light-dark cycles, following exposure to LP or SP conditions (Figures 1A and S1A). To define photoperiod-responsive cell types in the PT, we screened with antibodies raised against all of the major pars distalis (PD) endocrine cell types (Figure S2). In the PT, we only detected the common subunit αGSU, characteristic of thyrotroph cells, despite previous studies reporting a gonadotroph population in the PT [21–25] (Figure S2A). The other major cell type was S100^+^ cells (folliculostellate [FS] cells; Figure S3A). The PT is heavily vascularized, with arterioles and venules, but this gross structure and morphology did not change with photoperiod (Figure S3A). In the PT, on LPs, TSHβ protein was strongly co-expressed with αGSU-expressing cells (Figure 1B) but was non-detectable on SPs. In contrast, TSHβ protein did not change with photoperiod in the main PD thyrotroph population (Figure S2B).

We raised a novel ovine-specific EYA3 antibody (Supplemental Experimental Procedures), which revealed strong LP-specific co-localization of EYA3 to the αGSU-expressing “putative” PT thyrotroph (ZT4; Figure 1B). This supports a model for EYA3 co-activation of TSHβ expression, specifically within the putative PT thyrotroph [12, 16, 26]. To quantify EYA3 and TSHβ co-expression, we screened >4,000 αGSU^+^ cells from LP PT tissue (Table S1). We detected cells with αGSU alone (19.8% of cells), as well as TSHβ/αGSU^+^ (24.7%), EYA3/αGSU^+^ (13.4%), and TSHβ/EYA3/αGSU^+^ (42.1%) cells (Figures 1B and S3B). Thus, EYA3 is induced in a subpopulation of putative PT thyrotrophs after 4 weeks of LP exposure. We were unable to detect EYA3 protein in thyrotrophs from SP-derived PT tissue (Figure 1B); however, low-level mRNA expression is detectable on SPs [12, 16].

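In experiment 2, castrate male Scottish blackface sheep were held on SPs (8 hr of light and 16 hr of dark) and then moved to LPs (16 hr of light and 8 hr of dark) for 1, 7, or 28 days. Libraries of PT RNA gave 5 SP samples and 6 samples for each LP day. The authors deposited counts of reads per Ensembl sheep gene, and the paper lists Bowtie and HTSeq count among its tools. Each of the 23 samples has a count for 25197 genes. Total counts per sample ranged from 307952 in LP day 1 sample 4 to 4413929 in LP day 28 sample 1. Their median was 3231618 on SPs, 2925984.5 at LP day 1, 3444196 at LP day 7, and 3039990.5 at LP day 28. A gene with 3 counts, taken as the lowest detectable level, stood at 9.74 CPM in LP day 1 sample 4 and at 1.62 CPM or less in each of the other samples, which covers counting error only. The prolactin gene (PRL) had the most counts in every sample, from 2.35% to 21.0% of the total. Samples of one group were compared by the chi-square per gene between 2 samples, which is 1 for counting noise alone. Reads without molecular identifiers are not independent molecules, so a value above 1 does not by itself measure a difference between animals. The median chi-square between samples of one group was 13.2 on SPs, 14.9 at LP day 1, 11.7 at LP day 7, and 8.32 at LP day 28. The lowest value, 1.14, was that of LP day 1 samples 3 and 4, which were kept as 2 samples.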

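The paper's text does not name the SP samples behind its comparisons. EdgeR's exact test with a single dispersion common to all genes, fitted to SP samples 2, 3, and 5 and all 6 samples of an LP day, gave log2 fold changes that differed from those in Table S2 by 8.18e-05 at LP day 1, 2.39e-04 at LP day 7, and 9.58e-05 at LP day 28 in the median gene. At LP day 28 the next closest set of SP samples, samples 3, 4, and 5, differed by 0.14. SP sample 1, with 3691321 counts, and SP sample 4, with 3196778 counts, are outside the set of samples 2, 3, and 5. The paper refers to its Supplemental Experimental Procedures for details, and these were not used here. Values are therefore given first for SP samples 2, 3, and 5 and then for all 5 SP samples. Each LP day was compared with SPs by edgeR's quasi-likelihood test after normalization by the TMM method. Genes were tested if they had more than 1 CPM in at least as many samples as the smaller group holds, and were called differentially expressed (DE) at a Benjamini-Hochberg false discovery rate (FDR) under 0.05.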

We next conducted RNA-sequencing (RNA-seq) studies of the PT, comparing tissues between LPs and SPs (Figure S1A, experiments 2 and 4; GEO: GSE65901). This identified a number of genes increased under SPs (Table S2). 

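Genes increased under SPs in experiment 2 are those with lower expression on LPs. Over SP samples 2, 3, and 5, no gene was DE at LP day 1, where 338 genes had an unadjusted p under 0.05 in either direction. The same set gave 2 genes lower than on SPs at LP day 7 and 14 at LP day 28. With all 5 SP samples, the same test found 11 genes lower at LP day 7 and 37 lower at LP day 28, and again no DE gene at LP day 1, where 497 genes had an unadjusted p under 0.05. The number at LP day 28 moved most with the exact test with a common dispersion over SP samples 2, 3, and 5, a setting chosen after seeing the data, which gave 214 genes. BFSP2 (ENSOARG00000008699) had 25.8 ± 1.93 CPM (SD, n = 3) in SP samples 2, 3, and 5 and 7.77 ± 3.39 CPM (SD, n = 6) at LP day 28. Its log2 fold change was -1.71 (standard error 0.27, FDR 0.00839, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or -1.52 (standard error 0.25, FDR 0.00781, same edgeR test) over all 5 SP samples. AGER (ENSOARG00000000355) fell from 20.6 ± 3.93 CPM (SD, n = 3) to 9.44 ± 1.58 CPM (SD, n = 6). Its log2 fold change at LP day 28 was -1.11 (standard error 0.22, FDR 0.0386, same edgeR test), or -1.24 (standard error 0.20, FDR 0.00505, same edgeR test) over all 5. For both genes, every LP day 28 sample was lower than every SP sample.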

In order to identify a robust SP marker, we compared from different conditions RNA-seq datasets and identified five consistent SP-marker genes (PAQR6, NPSR1, C1orf110, chromogranin A [CHGA], and SOX14). 

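In experiment 2, 4 of these genes had low expression on SPs, and CHGA is treated apart. PAQR6 had 33.0 ± 6.79 CPM (SD, n = 3) in SP samples 2, 3, and 5, and 19.2 ± 4.62 CPM (SD, n = 6) at LP day 28. NPSR1 had 9.24 ± 3.50 CPM in the same SP samples and 0.884 ± 0.639 CPM at LP day 28. C1orf110 had 5.91 ± 3.46 CPM on SPs and 1.68 ± 0.874 CPM at LP day 28, and SOX14 had 21.8 ± 14.5 CPM on SPs and 6.59 ± 5.44 CPM at LP day 28 (SD, n = 3 and n = 6). SP samples 1 and 4 had 18.0 and 20.7 CPM of PAQR6, 4.24 and 7.13 CPM of NPSR1, 2.38 and 4.54 CPM of C1orf110, and 9.80 and 12.3 CPM of SOX14. Each of these values was below the mean of SP samples 2, 3, and 5.
Of the 4 genes, NPSR1 was DE at LP day 28 over SP samples 2, 3, and 5, with a log2 fold change of -3.35 (standard error 0.46, FDR 0.00240, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 6 LP day 28 samples had less NPSR1 than every SP sample. NPSR1 had 1 to 6 counts in each LP day 28 sample, so the size of its decrease is limited by the depth. With all 5 SP samples its log2 fold change was -3.11 (standard error 0.43, FDR 0.00133, same edgeR test). Its log2 fold change at LP day 7 was -2.03 (standard error 0.36) with an FDR of 0.0725 in edgeR's test over SP samples 2, 3, and 5, and -1.78 (standard error 0.35) with an FDR of 0.0477 over all 5. The call over all 5 was lost in 8 of 11 fits with a sample left out. It was lost in 8 alternative settings and kept in 10. The decreases in PAQR6, C1orf110, and SOX14 did not pass the FDR threshold in edgeR's quasi-likelihood test in either set of SP samples. Their FDR at LP day 28 was 0.136, 0.143, and 0.164 over SP samples 2, 3, and 5, and 0.287, 0.143, and 0.182 over all 5. The exact test with a common dispersion over SP samples 2, 3, and 5 gave all 3 genes an FDR under 0.05 at LP day 28, with edgeR log2 fold changes of -0.77 (FDR 0.0177), -1.78 (FDR 1.53e-04), and -1.76 (FDR 5.10e-10). With a dispersion for each gene over the same samples, also chosen after seeing the data, the exact test gave an FDR of 0.0427 for PAQR6 and 0.0328 for C1orf110. SOX14 did not pass in that test (FDR 0.0582). None of the 4 genes was DE at LP day 1 in either set.

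**Figure D1:**
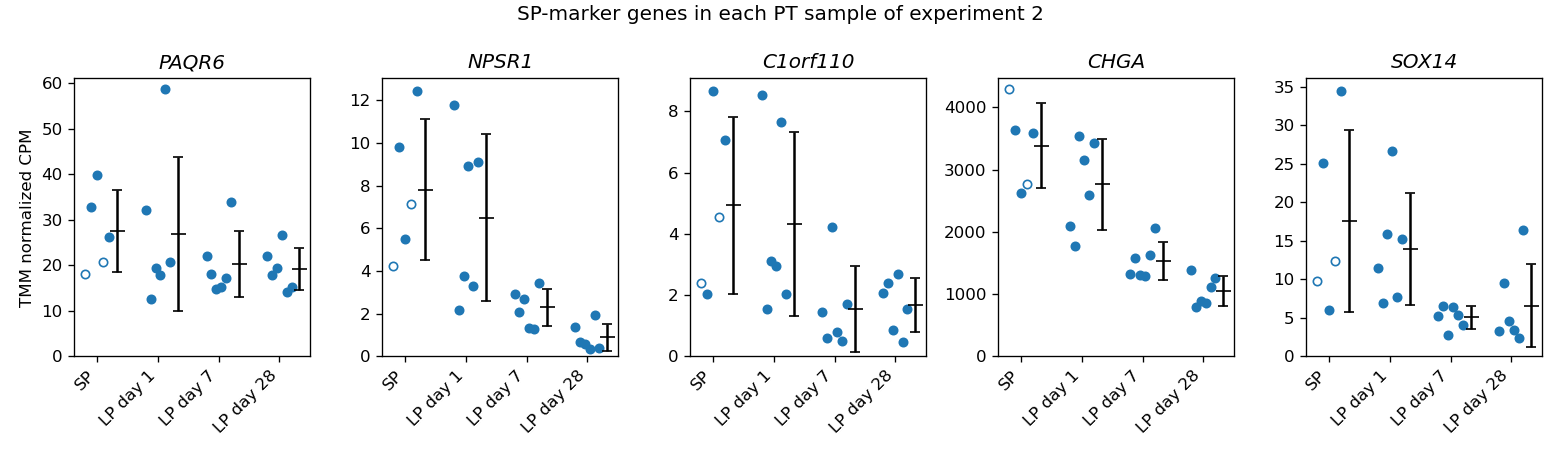
Expression of PAQR6, NPSR1, C1orf110, CHGA, and SOX14 in TMM normalized CPM in the SP, LP day 1, LP day 7, and LP day 28 samples of experiment 2. Points are single samples, open points are SP samples 1 and 4, and bars give the mean ± SD of each group over all its samples. NPSR1 lies at 4.24 CPM or more in every SP sample and at 1.94 CPM or less in every LP day 28 sample.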

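CHGA (ENSOARG00000013347) ranked 10 of 25197 genes by mean expression on SPs, whereas PAQR6 ranked 6681, SOX14 8425, NPSR1 11076, and C1orf110 12176. Its expression was 3284 ± 568 CPM (SD, n = 3) in SP samples 2, 3, and 5, and 4292 and 2776 CPM in SP samples 1 and 4. It was 2766 ± 732 CPM at LP day 1, 1534 ± 299 CPM at LP day 7, and 1051 ± 243 CPM at LP day 28 (SD, n = 6 each). Every sample of LP days 7 and 28 was lower than every SP sample. Expression on SPs over samples 2, 3, and 5 was 3.13 times that at LP day 28, a log2 fold change of -1.65 (standard error 0.16, FDR 7.40e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 3.23 times as high over all 5 SP samples, a log2 fold change of -1.69 (standard error 0.15, FDR 1.28e-05, same edgeR test). The log2 fold change at LP day 7 was -1.11 (standard error 0.14, FDR 0.00747, same edgeR test) over SP samples 2, 3, and 5, and -1.14 (standard error 0.14, FDR 0.00215, same edgeR test) over all 5. The difference at LP day 1, -0.25 and -0.29 on the log2 scale, was not larger than the spread between samples. With each sample left out in turn from all 5 SP samples and the LP day 28 samples, the log2 fold change stayed between -1.79 and -1.59.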

Only one, CHGA, was highly expressed, showing a 3-fold upregulation with SPs (Table S2). We screened >2,000 PT cells with a CHGA-specific antibody and showed that CHGA protein expression in the PT is exclusive to the putative PT thyrotroph (Figures S3C and S3D and Table S3). Thus, CHGA provides a robust SP marker for the activity of the putative PT thyrotroph. Using CHGA, TSHβ, and EYA3, antibodies we observed that CHGA expression was greatly enhanced after 4-week exposure to SPs and suppressed by LPs (Figure 1C). Of note, αGSU expression was unchanged (Figures S2A and S3E).

Thus, in the PT, EYA3 and CHGA are expressed specifically in putative PT thyrotroph cells and map to LP and SP conditions, respectively.

### A Binary Cell-Based Timer over the Circannual Cycle

We next addressed whether these components exhibit long-term dynamic changes independently of photoperiod change. Many vertebrate species, including sheep [9], exhibit cycles of neuroendocrine activity when maintained on prolonged LPs [27, 28]. To achieve this, we kept cohorts of castrate male sheep (Figure S1A, experiment 3; born March/April) on natural photoperiods through to mid-October and then housed them in SP conditions for 12 weeks. Animals were then exposed to LPs for 29 weeks (LP29).

In order to track a robust endocrine output, which maps to the phase of the circannual cycle [7–10, 29], we developed a novel competitive ELISA to assay changing prolactin concentrations (Figure 2A and the Supplemental Experimental Procedures). Reversion to the SP-like state (the LP-refractory response) was defined as a drop in circulating prolactin concentrations to SP levels in an individual animal for 3 weeks or more. By this criterion, 77% of animals were in a LP-refractory state by week 27 (Figure 2A).

Quantification of *EYA3* mRNA expression by in situ hybridization showed a strong 5-fold induction at LP4, a decline to approximately 50% of peak values by LP16, and a reversion of PT expression to SP-like levels by LP29 (Figure 2B). *TSHβ* mRNA shows a similar trend, with a significant decline at LP29 (Figure 2B). These changes reflected the underlying endocrine prolactin rhythm.

We assessed expression of CHGA, TSHβ, and EYA3 protein in putative PT thyrotrophs at LP29, using the prolactin history of each animal to assess its relative circannual phase, and found that all had declined to low SP prolactin concentrations for at least 3 weeks prior to sampling (Figure S2C). The extent to which EYA3 and TSHβ protein declined and CHGA increased to a SP-like pattern appeared to be related to the length of time that an animal exhibited sustained periods of low prolactin concentrations (Figures 2C and S4A and Table S4). Thus, the EYA3 expression pattern reflects the endogenous endocrine phase of individual animals and undergoes dynamic changes as they revert to a winter-like physiology in the LP-refractory state.

Critically, quantification of >17,000 individual cells at SP4, LP4, and LP29 only identified two cells (0.01%) that co-expressed EYA3, TSHβ, and CHGA (Figure 2C and Table S4). As we had already established that αGSU expression was unchanged (Figures S2A and S3E), we considered whether a specialized subset of αGSU-expressing cells might define either the LP or SP phenotype, respectively. However, cell counts revealed that in SPs, virtually all (91.6%) αGSU-expressing cells were CHGA^+^, whereas in LPs, 65.3% of αGSU-expressing cells were EYA3^+^. Thus, we propose that the most likely explanation is that within a population of thyrotrophs, individual cells rapidly switch phenotype coding for either the SP (CHGA^+^/EYA3^−^) or LP (EYA3^+^/CHGA^−^) state, with the relative proportion of these cell types changing over the circannual cycle.

### Photoperiod Drives a Morphogenic Transcriptional Program in the PT

We next set out to establish the full extent of transcriptional re-programming within the PT, in response to acute changes after transfer from SP to LP conditions (Figure S1A, experiment 2). 

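Over SP samples 2, 3, and 5, edgeR's quasi-likelihood test found 0 DE genes of 15326 tested at LP day 1, 6 of 15397 at LP day 7, and 48 of 15282 at LP day 28. Unadjusted p was under 0.05 for 338, 1731, and 1794 genes, respectively. Of the DE genes, 4 at LP day 7 and 34 at LP day 28 were higher on LPs. With all 5 SP samples, 0 of 14920, 40 of 15030, and 100 of 14929 genes were DE, and unadjusted p was under 0.05 for 497, 2157, and 2063 genes. Of these DE genes, 29 at LP day 7 and 63 at LP day 28 were higher on LPs. The number of DE genes thus rose from LP day 1 to LP day 28 in both sets of SP samples. The exact test with a common dispersion, used after seeing the data, moved the numbers most. It gave 40, 277, and 440 DE genes over SP samples 2, 3, and 5, of which 14, 182, and 226 were higher on LPs. Over all 5 SP samples it gave 68, 492, and 454 DE genes, so that the number did not rise from LP day 7 to LP day 28.
With each sample of all 5 SP samples and of the LP day left out in turn, the quasi-likelihood test found 0 to 4 DE genes at LP day 1, 7 to 113 at LP day 7, and 41 to 110 at LP day 28. Samples carry numbers within each group, and the paper describes no pairing of animals by number. Deviations from the group mean correlated by -0.0411, 0.0721, and -0.0403 on average between same-numbered samples of SPs and LP days 1, 7, and 28. The fit without LP day 7 sample 6 gave the 113 genes, more than the 100 at LP day 28. With the sample number as a block in the model, 0 genes were DE at LP day 1 (336 with an unadjusted p under 0.05), 178 at LP day 7, and 41 at LP day 28.

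**Figure D2:**
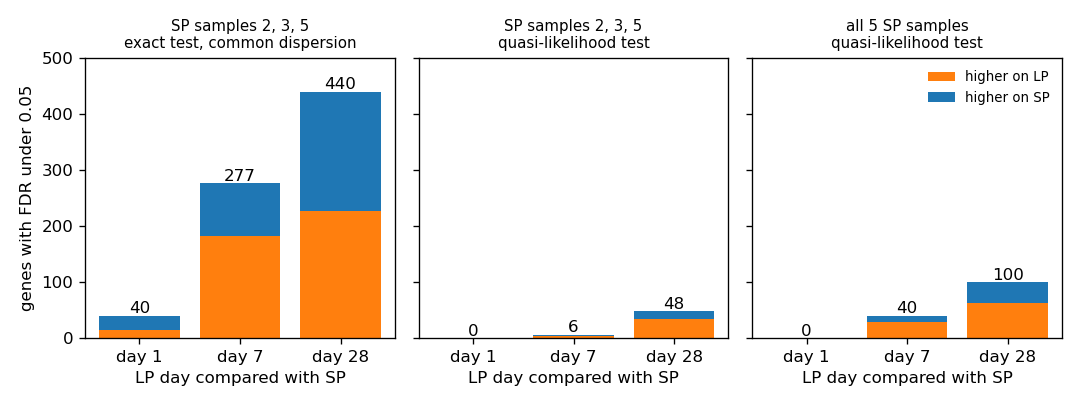
Number of DE genes (FDR under 0.05) at LP days 1, 7, and 28 against SPs, in panels for the exact test with a common dispersion over SP samples 2, 3, and 5, the quasi-likelihood test over SP samples 2, 3, and 5, and the quasi-likelihood test over all 5 SP samples. Orange bars are genes higher on LPs, blue bars are genes higher on SPs, and the totals at LP day 28 are 440, 48, and 100.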

There were significant changes in expression at days 1, 7, and 28 of LPs, with an increasing transcriptional response with time (40, 269, and 424 genes, respectively; Table S2). Enrichment analysis using DAVID revealed that secreted signal, cell motion/adhesion, and cell-cell signaling were all enriched at days 1, 7, and 28 (Table S2). 

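By the quasi-likelihood test over SP samples 2, 3, and 5, LP days 7 and 28 had 5 DE genes in common, and 1 gene was DE at LP day 7 only and 43 at LP day 28 only. Over all 5 SP samples, 16 genes were DE at both LP days, all of them in the same direction, which is 40% of the DE genes at LP day 7 and 16% of those at LP day 28. There were 24 genes DE at LP day 7 only and 84 at LP day 28 only. All 40 genes DE at LP day 7 had changed in the same direction at LP day 28, where the median gene among them kept 0.734 of its log2 fold change. Both log2 fold changes are measured against the same SP samples, which favors a shared direction. The genes were chosen by their test at LP day 7, which favors a lower value at LP day 28, so 0.734 does not measure a decline. With no DE gene at LP day 1 in either set, none was shared with that day. The overlap moved most under the exact test with a common dispersion. That test over SP samples 2, 3, and 5 gave 28 genes shared by LP days 1 and 7, 26 by LP days 1 and 28, 139 by LP days 7 and 28, and 19 by all 3. Of its DE genes, 87.5% at LP day 1, 53.4% at LP day 7, and 33.2% at LP day 28 were DE at another LP day, and 5, 129, and 294 genes were DE at a single one. Of the 139 genes, 127 changed in the same direction.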

Approximately half of all genes changing in each comparison were shared, with an additional unique set of genes specific to each time point (Figure S4B). Therefore, there are continuous dynamic changes during acute LP exposure over 4 weeks.

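Successive LP days were also compared directly, which involves no SP sample. Between LP days 1 and 7, edgeR's quasi-likelihood test called 3 of 14897 genes DE, all of them higher at LP day 7, and 829 genes had an unadjusted p under 0.05. Between LP days 7 and 28, 1 of 14890 genes was DE, and 1061 had an unadjusted p under 0.05. Both numbers moved most with the exact test with a common dispersion, used after seeing the data, to 150 and 251 genes. With a dispersion for each gene, the exact test gave 17 and 33 genes, and DESeq2 gave 12 and 36. The main model leaves out odd and even sample numbers, between which 152 of 14890 genes differed within LP days 7 and 28. DCT (ENSOARG00000000618) had 28.4 ± 15.0 CPM at LP day 1, 236 ± 61.8 CPM at LP day 7, and 75.4 ± 22.8 CPM at LP day 28 (SD, n = 6 each). It rose from LP day 1 to LP day 7 by a log2 fold change of 3.07 (standard error 0.28, FDR 4.28e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and changed from LP day 7 to LP day 28 by -1.64 (standard error 0.19, FDR 0.00160, same edgeR test). VMO1 (ENSOARG00000007112) had 15.8 ± 6.64 CPM at LP day 1, 80.0 ± 43.5 CPM at LP day 7, and 248 ± 70.8 CPM at LP day 28 (SD, n = 6 each). Its rise to LP day 7 had a log2 fold change of 2.41 (standard error 0.37, FDR 0.0301, same edgeR test). Its further rise to LP day 28, 1.64 (standard error 0.29, FDR 0.0632, same edgeR test), did not pass the threshold. From the genes shared between LP days and the genes specific to each of them (Figure S4B), the paper concludes that expression keeps changing through 4 weeks of LPs.

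**Figure D3:**
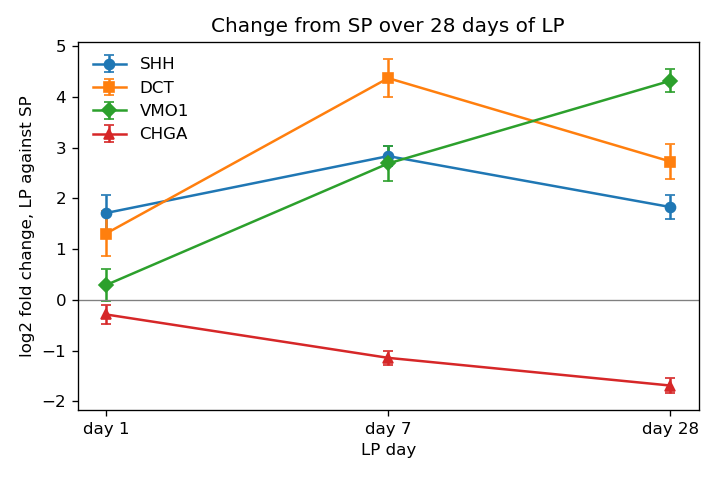
Log2 fold change against SPs of SHH, DCT, VMO1, and CHGA at LP days 1, 7, and 28, over all 5 SP samples and 6 samples per LP day. Points are log2 fold changes and bars are ± 1 standard error. DCT stands at 4.37 at LP day 7 and 2.72 at LP day 28, and VMO1 at 2.69 and 4.32.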

We next addressed whether these dynamic changes occur over a longer timescale (4 and 16 weeks of SPs or 4 and 22 weeks of LPs; Figure S1A, experiment 4; GEO: GSE65901) and revealed profound transcriptional changes in response to exposure to fixed LPs or SPs (Figure S4B and Table S2). Within each photoperiod, there were marked dynamic changes in expression with an independent set of genes contingent on the duration of exposure (Figure S4B). For example, there were 251 genes differentially expressed (DE) for SP4/SP16 comparisons, with strong enrichment for secreted glycoprotein and cell adhesion (Table S2).

Although each time point was characterized by a unique subset of genes, we noted a marked similarity in function (Table S2). To assess this, we combined the DE genes from all comparisons (experiments 2 and 4) and assigned Gene Ontology (GO) terms to create a simplified network of related statistically significant GO terms [30, 31] (Figure 3A) and a heatmap for all comparisons (Table S5). These data emphasize enrichment for development, morphogenesis, cell communication, movement, signaling, and hormones. 

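Table S5 assigns the DE genes of both RNA-seq experiments to categories, and these assignments were counted among the DE genes of experiment 2. No test of enrichment was made. Over SP samples 2, 3, and 5, Table S5 lists 45 of the genes DE at LP day 28 by the quasi-likelihood test. Of these, 24 belong to cell communication, 8 to organization, 7 to development, and 5 to the nervous system. Metabolism has 8, and ER, Golgi, and transport have 8. Over all 5 SP samples, the table lists 74 DE genes at LP day 28, with 30 in cell communication, 10 in organization, 14 in development, and 7 in the nervous system. Metabolism has 8 of them, and ER, Golgi, and transport have 13. Genes in cell communication were higher on LPs in 16 of 24 and in 22 of 30 cases, and genes in development in 5 of 7 and in 12 of 14. For LP day 7, the table lists 6 DE genes over SP samples 2, 3, and 5, with 3 in development and 1 in cell communication, and 22 over all 5 SP samples, with 5 in development and 8 in cell communication. The exact test with a common dispersion over SP samples 2, 3, and 5 gave 13 of 34 listed genes in cell communication at LP day 1, 100 of 245 at LP day 7, and 163 of 388 at LP day 28.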

Finally, we plotted the expression profiles for a select panel of genes falling within our enriched terms, showing dynamic regulation over all the time points. Of note are genes involved in axon guidance (KAL1, SEMA3D [33]) and a morphogen involved in pituitary and nervous system development (sonic hedgehog, SHH) [34] (Figure 3B). 

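Over the SP and LP samples of experiment 2, SHH (ENSOARG00000006942) had 11.9 ± 5.14 CPM in SP samples 2, 3, and 5 (SD, n = 3), and 11.4 ± 3.95 CPM in all 5. It had 39.7 ± 21.8 CPM at LP day 1, 82.2 ± 16.4 CPM at LP day 7, and 40.8 ± 11.7 CPM at LP day 28 (SD, n = 6 each). Every LP sample of each day exceeded every SP sample. Its log2 fold change over SP samples 2, 3, and 5 was 2.77 at LP day 7 (standard error 0.25, FDR 3.34e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.77 at LP day 28 (standard error 0.28, FDR 0.00785, same edgeR test). Over all 5 SP samples it was 2.83 (FDR 4.44e-06) and 1.83 (FDR 7.18e-04) by the same edgeR test. The rise at LP day 1, 1.65 and 1.71 in the respective sets of SP samples, did not pass the threshold. The fall from LP day 7 to LP day 28 was below the threshold as well (FDR 0.0632, same edgeR test).
KAL1 (ENSOARG00000009753) had 4.82 ± 3.97 CPM in SP samples 2, 3, and 5 (SD, n = 3), 3.18 and 0.324 CPM in SP samples 1 and 4, and 26.9 ± 16.0 CPM at LP day 28 (SD, n = 6). Its log2 fold change at LP day 28 was 2.45 (standard error 0.55, FDR 0.0763, same edgeR test) over SP samples 2, 3, and 5, and it passed the threshold with all 5 SP samples, at 2.87 (standard error 0.52, FDR 0.0131, same edgeR test). The rises at LP day 7, 2.48 (standard error 0.78, FDR 0.266) over SP samples 2, 3, and 5 and 2.90 (standard error 0.68, FDR 0.0729) over all 5, and at LP day 1, 1.58 and 2.00, did not pass the threshold in the same edgeR test. Its values at LP days 7 and 28 also differed between odd- and even-numbered samples, by -2.10 (standard error 0.20) on the log2 scale for even against odd numbers. SEMA3D (ENSOARG00000015109) had a mean of 1.32 to 2.02 CPM in each group of all samples and was not DE in any comparison in either set of SP samples. Its mean in LP day 7 samples rests on 3 to 8 counts per sample, so small changes were not detectable at this depth.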

We validated these RNA-seq changes using qPCR (Figure S5A) and also show SHH expression in the putative PT thyrotrophs by immunohistochemistry (Figure S4C).

Since our RNA-seq data revealed a consistent pattern of changes implicating cellular re-modeling and development, we tested whether photoperiodic change might initiate cellular division in the PT, using two markers, Ki67 (Figure S5B) and phospho-histone H3 (Figure 3C), to identify de-novo mitotic events (experiment 3). A similar number of a few dividing cells (<0.2%) were detected in each photoperiod condition, but none were co-expressed with αGSU (Figures 3C and S5B), and we were unable to identify significant evidence of mitotic events. We next selected a panel of four well-established cell-cycle-control genes (CDK6, CDC45, CDC25c, and CDT1), but none revealed altered expression with photoperiod (Figure S6). As a further check, we mined the RNA-seq data for DE genes that shared the GO term category “cell proliferation”; in all cases, these genes were associated with dominant parent terms such as development or morphogenesis (Table S6). Thus, our RNA-seq analyses and subsequent histological studies failed to identify direct evidence for de novo seasonal histogenesis in the PT thyrotroph, but we did detect significant enrichment for photoperiod-regulated genes involved in cellular re-modeling. These underwent dynamic changes, both in response to acute changes in photoperiod and after prolonged exposure to both SP and LP conditions. The extent to which the extensive transcriptional changes that we report are driven by a common EYA3-dependent mechanism or other upstream transcriptional activators remains to be determined.

### Cellular Re-modeling of the PT and Ventral Hypothalamus

The strong RNA-seq enrichment of developmental and morphogenic pathways suggested that a wider program of continuous re-modeling may occur. We therefore assessed ultrastructure of the PT using electron microscopy (EM) at SP4, SP12, LP4, LP12, and LP29 (Figure S1A, experiments 1 and 3). This revealed substantial photoperiod-driven changes in morphology of both thyrotrophs and FS cells in the PT. In SP conditions (SP4), putative PT thyrotrophs were dispersed with relatively few cellular contacts, surrounded by a network of FS cells, forming close cellular contacts (Figure 4A). Exposure to LPs (LP4) caused tissue re-organization, with thyrotrophs forming close cell contacts and dispersal of FS cells. By LP29, the thyrotroph/FS cellular morphology reverted to SP-like morphology, with dispersed thyrotrophs and close FS cell contacts (Figure 4A). To quantify these differences, we scored the number of junctional contacts between FS and thyrotroph cells at SP4, LP4, and LP29 (Figure 4A). In each case, the pattern of changes reverted at LP29 to a SP-like morphology. These data are in line with the strong enrichment within the PT transcriptome for cell-to-cell communication (Figure 3).

We next assessed PT thyrotroph morphology. There was a significant increase in size after LP exposure, with >2- and 3-fold increases in area and volume, respectively (Figure 4B). However, by LP29, the morphology of the thyrotroph had reverted to a SP-like state. These photoperiodic changes were accompanied by a marked increase in RER and Golgi on LPs (Figure 4C) and were inversely correlated with the density of secretory granule density, which was minimal at LP12 (Figure 4D). Staining for CHGA revealed strong co-localization to secretory granules on SPs (Figure S5C); however, immunogold labeling also revealed that CHGA was present in the cytoplasm and granules (data not shown). Again, these morphometric observations are supported by the RNA-seq results, which showed marked LP enrichment of genes involved in ER, Golgi, and vesicle formation (Table S5). 

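In experiment 2, the genes that Table S5 assigns to ER, Golgi, and transport were counted among the genes DE at LP day 28. Over SP samples 2, 3, and 5, 8 such genes were DE by the quasi-likelihood test, and all 8 were higher on LPs, against 26 of the other 37 listed DE genes (70.3%; two-sided Fisher's exact test across genes, p = 0.169, BH-adjusted 0.974 over 11 categories). Over all 5 SP samples, 12 of 13 such genes were higher on LPs (92.3%), against 43 of the other 61 (70.5%; Fisher's exact test across genes, p = 0.163, BH-adjusted 1). Over SP samples 2, 3, and 5, every such gene was already higher on LPs, so no larger share was possible. The test over those samples therefore could not have passed for a higher share, and no conclusion is drawn from it. All these tests compare directions among listed DE genes and do not test enrichment of the category. Genes are not independent replicates. With the exact test with a common dispersion over SP samples 2, 3, and 5, 34 of 54 such genes were higher on LPs (63.0%), against 171 of the other 334 (51.2%; Fisher's exact test across genes, p = 0.141, BH-adjusted 0.760). The share moved past p = 0.05 with DESeq2, where 31 of 35 such genes were higher on LPs (88.6%, Fisher's exact test, p = 0.0189), and in a single fit of all 4 groups, where 18 of 18 were (100%, Fisher's exact test, p = 0.00810). It also did without SP sample 1 (Fisher's exact test, p = 0.0126) and without LP day 28 sample 4 (Fisher's exact test, p = 0.0323). The p-values from DESeq2, the single fit, and the fits with a sample left out are not adjusted over the 11 categories.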

Changes in RER, Golgi, secretory granules, and CHGA co-expression indicate an underlying complex and dynamic repertoire of secretory activities in these cells, which is significantly modified by photoperiod history. Importantly, these revert to a SP-like state in LP29 animals. Thus, the PT undergoes dynamic re-modeling over the seasonal cycle.

The current model for photoperiodic regulation proposes that TSH of PT origin acts on adjacent ependymal cells in the hypothalamus to regulate the activity of the GnRH neurone [1, 35]. Seasonal changes in the neuro-glial interactions in the median eminence (ME) have been reported in the Japanese quail [36], but to date, there are no reports of similar changes in mammals. Vimentin staining revealed an extensive tanycyte network at the ME interface with the PT, which terminates in the basal lamina (Figure 5A). Staining for GnRH revealed a pattern of terminal fields within the tanycyte network. On LPs, there was a marked tanycyte barrier between GnRH terminals and the basal lamina (BL), with strong evident GnRH staining. In contrast, on SPs, GnRH staining extended through to the BL, and the tanycyte barrier was more dispersed. Further studies at the EM level revealed that there was a significant increase in contacts of the nerve terminals with the BL on SPs, whereas on LPs, the long tanycytic processes extended throughout the BL of the ME (Figures 5B and 5C). As a consequence, there was a highly significant reduction in the proportion of nerve terminals that made BL contact on LPs and a reciprocal increase in mean distance from the BL (Figure 5C). By LP29, these phenotypes had fully reverted to a SP state (Figure 5C). Thus, in addition to the substantial changes reported within the PT, we also reveal dynamic extensive re-modeling events at the neural-glial interface over the circannual cycle (Figure 6).

## Discussion

We employed the paradigm in a photoperiodic species in which the innate nature of the circannual timing mechanism is revealed by exposure to constant long day length over prolonged periods. Using this model, we addressed what role the photoperiodic relay mechanism might play in the initiation of a circannual rhythm. Two broad possible outcomes can be considered. First, the photoperiodic relay might faithfully record the environmental light cycle but does not contribute to circannual rhythm generation. Second, the input relay may itself also be part of the circannual timing mechanism, in which case it would be predicted to change spontaneously over the circannual cycle and map closely to the underlying physiology.

We now show that EYA3 protein is strongly induced specifically in PT thyrotrophs by LPs. Using in situ hybridization, we also show that prolonged exposure (6 months) to LPs leads to a marked suppression of both EYA3 and TSHβ mRNA in the PT. Immunohistochemical studies revealed a dramatic reduction in the number of cells expressing both proteins in the PT, the extent of which relates to the history of prolactin secretion in individual photo-refractory animals. Thus, using prolactin as an endocrine marker for the underlying circannual phase [7–10], our data support a model in which the photoperiodic-input mechanism within the PT is involved in the generation of the circannual cycle. The PT is also directly involved in seasonal prolactin regulation via an intra-pituitary mechanism involving the PT production of a paracrine signal independently of neural input [8, 16, 37], the nature of which is known to change spontaneously in photo-refractory animals [38]. Remarkably, hypothalamo-pituitary surgical disconnection (HPD) of the pituitary from the hypothalamus does not disrupt seasonal or circannual control of prolactin rhythms, strongly implicating a non-neural autonomous local mechanism in the regulation of this hormone [8, 9].

Recent studies have revealed dynamic circannual changes in DIO regulation in the ventral hypothalamic tanycyte cells of Soay sheep and Siberian and European hamsters [6, 39, 40] and PT TSHβ mRNA in European hamsters and Soay sheep [6, 39]. As EYA3 is known to regulate TSHβ, this further implicates the PT thyrotroph as being centrally involved in circannual rhythm generation. The changes in EYA3 expression that we report are unlikely to be driven by alterations in the duration of the nocturnal melatonin signal, as this hormone continues to report the prevailing photoperiod, irrespective of circannual phase [10]. Nor is it likely that altered phasing of the core circadian clockwork is involved, as core clock genes (*Per1* and *2*, *Cry1*, *Reverbα*, and *Bmal1*) in the PT do not change phase in photo-refractory sheep [10, 41].

Using CHGA as a short-day marker within the putative PT thyrotrophs, we showed that both the mRNA and protein are strongly induced in response to SPs. CHGA is essential for the formation of dense-core secretory granules and for regulating the secretion of pro-hormones in the gonadotrophs and somatotrophs of the PD [42, 43], and it reflects the physiological state of the SP thyrotroph. Remarkably, we were only able to detect two cells (0.01%) co-expressing TSHβ, EYA3, and CHGA. This suggests that the PT may record photoperiod history in the form of a binary code within individual thyrotroph cells, which rapidly flips from either a LP or SP state, but cannot be in both. Accordingly, the relative proportion of cells in each state may determine the overall activity of the PT, and hence the phase of the circannual cycle, as the PT reverts to a winter-like state after prolonged LP exposure, the proportion of CHGA^+^ cells increases as EYA3 and TSHβ decline. Whether the two processes are causally linked (i.e., decline in EYA3 directly initiates expression of CHGA) is not yet established. We are unaware of similar models driving seasonal biology in other animals; however, mathematical modeling has predicted a switching phenotype in response to photoperiod [44]. Furthermore, studies of vernalization mechanisms in plants propose a similar cell-based binary switching mechanism, which provides a memory of winter cold exposure and involves epigenetic control of a flowering repressor [45].

It is attractive to speculate that the dynamic continuous transcriptomic changes observed are driven by the changing ratios of cells expressing CHGA (SP) and EYA3 (LP). A conceptually similar mechanism exists in prolactin gene regulation within the rat anterior pituitary gland, in which the overall tissue response is generated by the activity of individual stochastically switching units [46].

A recent hypothesis has proposed that the circannual cycle may be generated by an underlying seasonal histogenesis in the PT, involving the reactivation of a latent stem cell population and an annual regenerative cycle [47–49]. We were unable to find evidence for significant de novo cell division. However, earlier studies have reported low level changes in cell division in the PT in response to photoperiod change; one reported an increase in division in LPs [49], but the other reported a decrease [48]. The latter study reported that these dividing cells were CD45^+^, suggesting that infiltrating immune cells may be the source of these dividing cells [48]. In addition, a recent study identified a very small number of dividing cells in the mouse PT [50]. In our study, we were unable to assess the extent to which histogenesis might be involved in circannual rhythm generation, but the very small numbers of dividing cells detected were certainly not thyrotrophs. In contrast, our morphological studies revealed extensive re-modeling within the PT and the thyrotrophs over the circannual cycle, with the SP state being characterized by elevated CHGA, secretory granule formation, and storage of pro-hormones [51], and the LP state by a secretory phenotype (i.e., increases in RER). Changes in the morphology and exocytotic activity in the PT-specific thyrotrophs have been reported in seasonal Djungarian hamsters and hibernating hedgehogs [52–54]. Thus, the PT may employ a recapitulated developmental pathway to drive changes in morphology of tissues and cells, which does not necessarily extend to activation of a latent stem cell population. Similar mechanisms have been documented in anterior pituitary cells, with hyperplasic changes in response to hormone stimulus, independently of cell division [55]. In this regard, other members of the EYA family are known to be key developmental regulators of the retina and other tissues [56–58], with EYA3 being co-opted for photoperiodic time measurement in the PT.

Our data suggest that the PT may establish morphogenic gradients, which extend to the ME, leading to retrograde signaling, and seasonal re-modeling of neuronal terminals and the associated tanycyte end feet. We identified enrichment for genes involved in establishing morphogenic gradients for GnRH neuron guidance in the developing brain in the PT (KAL1 and SEMA3D) [33]. In this model, the PT may both regulate DIO signaling in the hypothalamus and also drive changes in neuroendocrine morphology. In laboratory rodents, the plexin/semphorin (SEMA) signaling system is tightly controlled by gonadal steroids, leading to extensive re-modeling of tanycyte/GnRH neurones over the oestrous cycle [59, 60]. Alterations in the access of GnRH nerve terminals to the basal lamina of the ME have been reported in hamsters maintained in constant darkness [61]. Seasonal changes in GnRH accessibility to the have been shown in Japanese quail [36] and are of a similar magnitude to those we report here, but, in contrast to our data, this occurred on opposing photoperiods (i.e., tanycyte enclosure of neuronal synapses occurred on SPs in quail, rather than on LPs in sheep). Since the TSH/DIO/T3 hormone pathway is activated by LPs in a broadly similar manner in both seasonal birds and mammals [4, 62] irrespective of phase of breeding season, it would appear that local thyroid hormone changes cannot directly account for these differences. Intriguingly, this suggests that re-modeling of the neuroendocrine synapse may be linked to the phase of the reproductive cycle rather than the prevailing photoperiod. Since our studies were undertaken in castrated animals, changes in circulating sex steroids are unlikely to be involved.

We propose that the PT thyrotroph acts as a seasonal calendar cell with the capacity to generate long-term rhythms in mammals, driving both hypothalamic and pituitary endocrine circuits (Figure 6). Our studies cannot exclude the possibility that other structures (i.e., ependymal tanycytes) might also be involved. However, we implicate the same molecular mechanisms involved in the photoperiodic readout in the generation of long-term circannual cycles. The discovery of a role for thyrotroph cells in seasonal photoperiodism in birds and salmonid fishes [19, 63] suggests that this cell type may have a hitherto-unexpected evolutionarily conserved general role both in seasonal endocrine control and circannual rhythm generation across the vertebrate class. In summary, the PT-ventral hypothalamus now appears to be a prime structure involved in long-term rhythm generation.

## Experimental Procedures

All studies involving animals were licensed by the appropriate UK regulatory authority (Animals, Scientific Procedures Act, 1986), under a project license held by A.L. and approved by the local ethics committee. Scottish blackface sheep were housed in artificial light/dark cycles—either an 8:16 hr light/dark cycle for SPs or a 16:8 hr light/dark cycle for LPs. All animals were killed by an overdose of barbiturate (Euthatal; Rhone Merieux) administered intravenously, and sampling time points varied; see the Supplemental Experimental Procedures and figures for details. Hypothalamic blocks with the PT and pituitary attached were collected for immunohistochemistry, EM, and transcriptomics. Bioinformatic analysis was performed using Bowtie, SAMtools, HTSeq count, EdgeR, GSEA, DAVID, and Cytoscape. Ovine prolactin (oPRL) was measured using a newly developed competitive ELISA using purified oPRL (NIDDK-oPRL-21, AFP10692C; from Dr. A. Parlow, National Hormone and Peptide Program, Harbor-UCLA) and a highly specific rabbit anti-ovine prolactin (ASM-R50; produced by ASM) used previously in the specific radioimmunoassay [64]. In situ hybridization was performed as previously described [12]. The *OaTSHβ* plasmid (NCBI Gene: XM_004002368.2) was kindly provided by David Hazlerigg. The *OaEya3* plasmid (NCBI Gene: NM_001161733.1) was cloned as previously described [12]. Full details are provided in the Supplemental Experimental Procedures.

## Author Contributions

S.W. designed the experiments, collected samples, performed bioinformatic analysis and qPCR, and prepared the manuscript. H.C. performed the EM and analysis. K.M. performed IHC and analysis. B.S. collected samples and performed the in situ hybridization. M.J. performed EM and analysis. B.P. performed RNA preparation and sequencing. L.Y. performed bioinformatic analysis. J.M. developed the novel prolactin assay and prepared antibodies. J.D. designed experiments and revised the manuscript. A.M. collected samples, designed experiments, developed the prolactin assay, and revised the manuscript. D.B. designed experiments and revised the manuscript. A.L. designed experiments, collected samples, and prepared the manuscript.

## Figures and Tables

**Figure 1:**
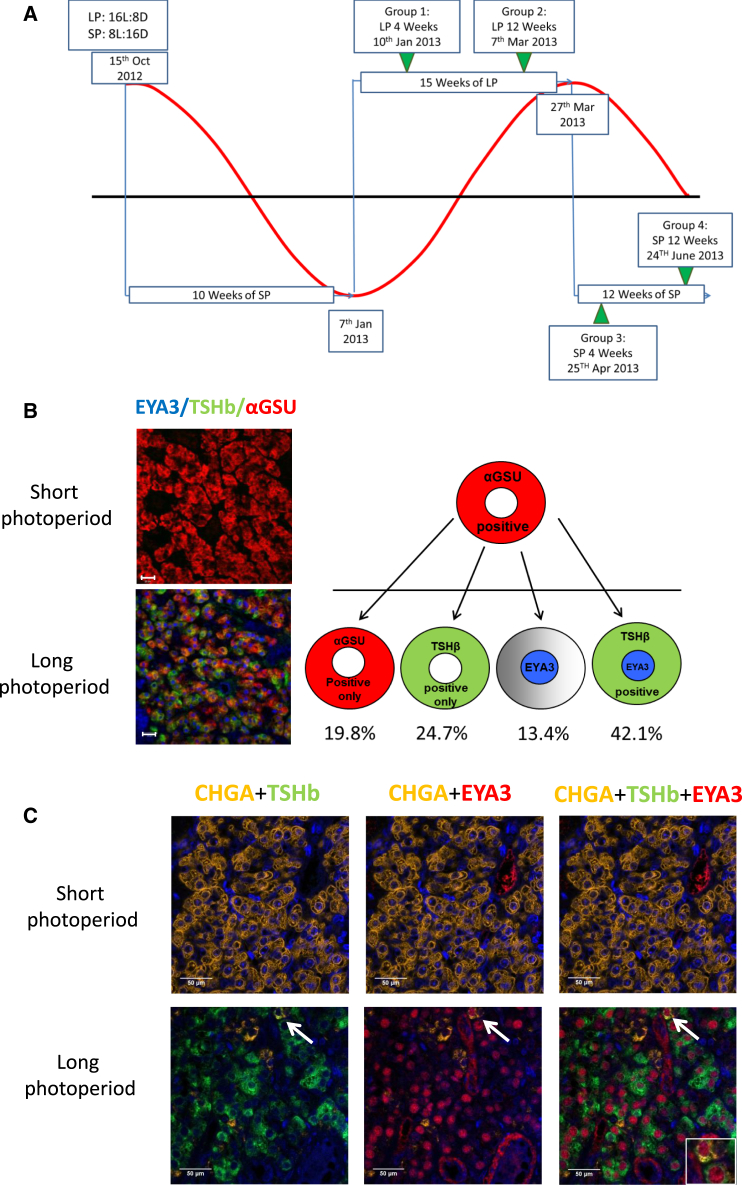
Co-localization of EYA3 and TSHβ to the PT Thyotroph on LPs and Identification of CHGA as a SP Marker (A) Diagram of the photoperiodic treatment for experiment 1. Short photoperiod (SP): 8 hr light, 16 hr dark; long photoperiod (LP), 16 hr light, 8 hr dark. Tissues were collected at 4 and 12 weeks in SPs and LPs, in the mid-light phase, zeitgeber time (ZT; time after lights on): ZT4 in SPs and ZT8 in LPs. Collection points are represented by green arrows. The red line illustrates the natural photoperiod, and the blue lines represent the photoperiod imposed in light-controlled rooms (Figure S1A). (B) Triple immunofluorescence showing expression of αGSU (red), TSHβ (green), and EYA3 (blue) in the PT on SPs and LPs (Figure S2). Scale bars, 20 μm. Quantification of EYA3 and TSHβ co-expression (Table S1 and Figure S3B) is shown as a schematic representing the variety of phenotypes that αGSU-expressing cells show in response to LPs. (C) Triple immunofluorescence showing expression of EYA3 (red), CHGA (yellow), and TSHβ (green) in the PT on SPs and LPs (blue, DAPI) (Figure S3C and Table S3). Scale bars, 50 μm. The white arrow shows a cell co-expressing EYA3, CHGA, and TSHβ; this is one of two cells found in over 17,000 that co-express all three proteins. See also Figures S1–S3.

**Figure 2:**
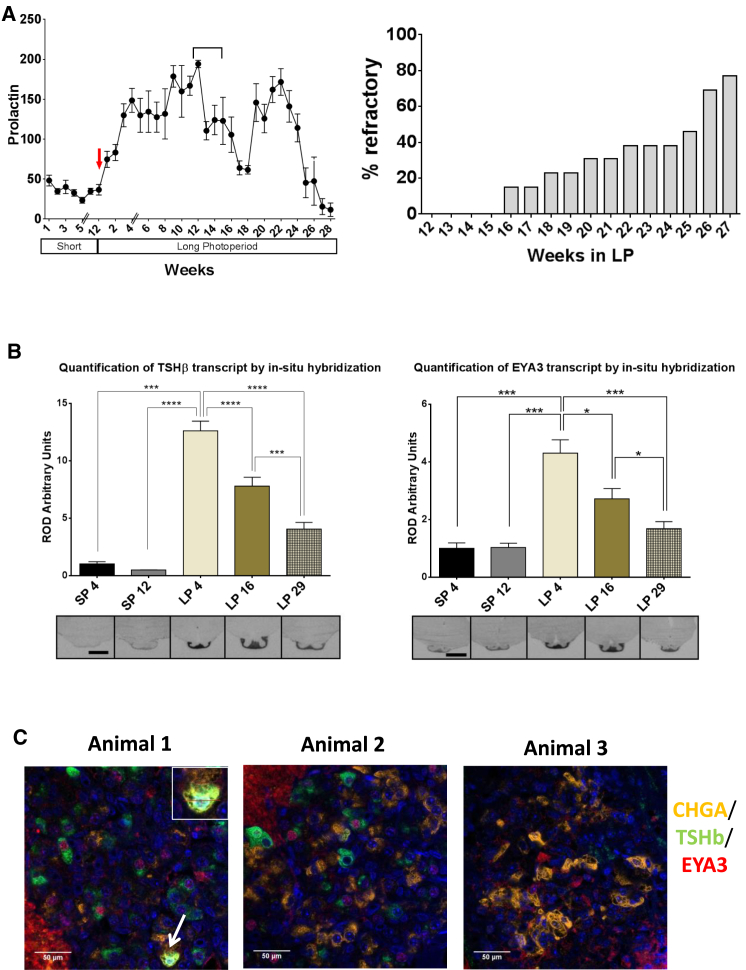
Binary Cell-Based Timing Mechanism over the Circannual Cycle (A) Prolactin concentrations in plasma for 32 animals in SPs for 12 weeks transitioning into LPs for 4 weeks (red arrow marks this). The first double line in the graph indicates the gap in weeks between sampling during SPs, and the second double line represents a change in the cohort of animals sampled (as the previous group culled at 4 weeks). The dip in prolactin concentration between 13 to 18 weeks may be related to wool shearing (indicated on the graph by a bar spanning the affected period). The percentage of animals that show three consecutive weeks of suppressed prolactin (LP refractory) is shown. Error bars represent the SEM. (B) In situ hybridization and quantification for TSHβ and EYA3 mRNA at SP4, SP12, LP4, LP16, and LP29. Representative images are shown (n = 3). Error bars represent the SD. (C) Triple immunohistochemistry showing protein expression of EYA3 (red), TSHβ (green), CHGA (yellow), and DAPI (blue) at LP29 in three individuals (Figures S3C and S4A and Table S4). Scale bars, 50 μm. See also Figures S2–S4.

**Figure 3:**
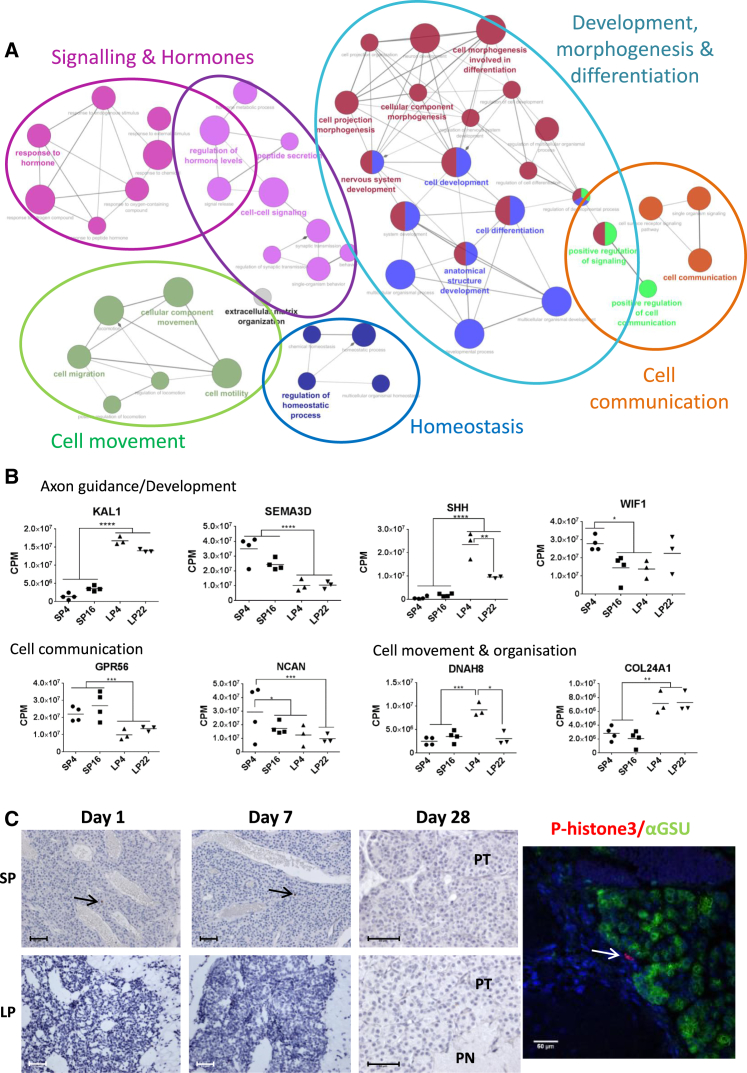
Transcriptional Response to Photoperiod and Histogenesis (A) A simplified network of related statistically significant GO terms using the Cytoscape add-on ClueGO [30, 31]. The network comparing SP4 versus LP4 is shown. The filled colored circles (nodes) represent each statistically significant parent GO term. The lines (edges) between the nodes show that there are overlapping genes within each term. The colored ovals group these parent GO terms into more generic functional descriptions (Figure S4B). (B) Graphs of average TMM normalized read counts per million (CPM) [32] from RNA-seq data from SP4, SP16, LP4, and LP22 (experiment 4). KAL1, SEMA3D, SHH, and WIF1 are within the following GO term categories: development, morphogenesis, and differentiation. GPR56 and NCAN are related to cell communication, and DNAH8 and COL2A1 are related to cell movement. False discovery rate (FDR)-corrected p values calculated by EdgeR are indicated as follows: ^∗^p < 0.05, ^∗∗^p < 0.005, ^∗∗∗^p < 0.0005, and ^∗∗∗∗^p < 0.0001 (Figures S4C and S5A). (C) Detection of dividing cells by phospho-histone H3 (p-histone3) and hematoxylin staining in the sheep pars tuberalis (PT) and pars nervosa (PN) under SP and LP at days 1, 7, and 28. Arrows show dividing cells. Scale bars, 50 μm. Double immunofluorescence staining of αGSU (green), phospho-histone H3 (red), and DAPI (blue) in ovine PT is shown (Figures S5B and S6). See also Figures S4–S6.

**Figure 4:**
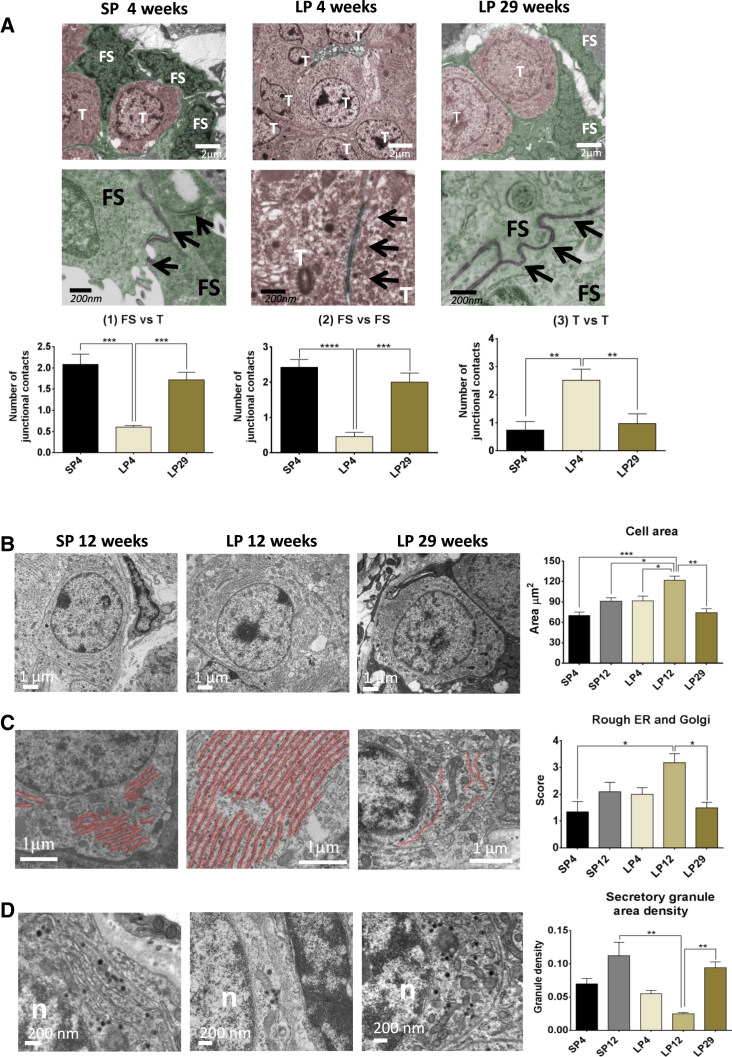
Cellular Remodeling in the PT (A) EM images for LP4/SP 4 and LP29. FS, folliculostellate cells (green); T, thyrotroph (pink). Arrows indicate intercellular junctions. n = 3. Representative images are shown. Quantification of cell contacts is shown as follows: (1) thyrotroph/FS contacts, (2) FS/FS contacts, and (3) thyrotroph/thyrotroph contacts. Cell contacts were identified on the basis of electron dense morphology between cells at the plasma membrane. The morphology represents a potential mix of junctions—zona adherens, desmosomes, and gap junctions. One-way ANOVA was performed with multiple testing corrections, with adjusted p values as follows: ^∗^p < 0.05, ^∗∗^p < 0.005, ^∗∗∗^p < 0.0005, and ^∗∗∗∗^p < 0.0001; n = 3. Error bars represent the SEM. (B) EM images of a PT thyrotroph at LP12, SP12, and LP29. Quantification of cell size is shown (μm^2^). One-way ANOVA was performed with multiple testing corrections, with adjusted p values as follows: ^∗^p < 0.05, ^∗∗^p < 0.005, ^∗∗∗^p < 0.0005, and ^∗∗∗∗^p < 0.0001; n = 3. Error bars represent the SEM. (C) Rough ER (RER) and Golgi false colored red and quantification of RER/Golgi. One-way ANOVA was performed with multiple testing corrections, with adjusted p values as follows: ^∗^p < 0.05, ^∗∗^p < 0.005, ^∗∗∗^p < 0.0005, and ^∗∗∗∗^p < 0.0001; n = 3. Error bars represent the SEM. (D) Dark spots show the granules present and quantification of secretory areal granule density. In all cases, SP4, SP12, LP4, LP12, and LP29 are presented with n = 3; representative images are shown. One-way ANOVA was performed with multiple testing corrections, with adjusted p values as follows: ^∗^p < 0.05, ^∗∗^p < 0.005, ^∗∗∗^p < 0.0005, and ^∗∗∗∗^p < 0.0001. Error bars represent the SEM. See also Figure S5.

**Figure 5:**
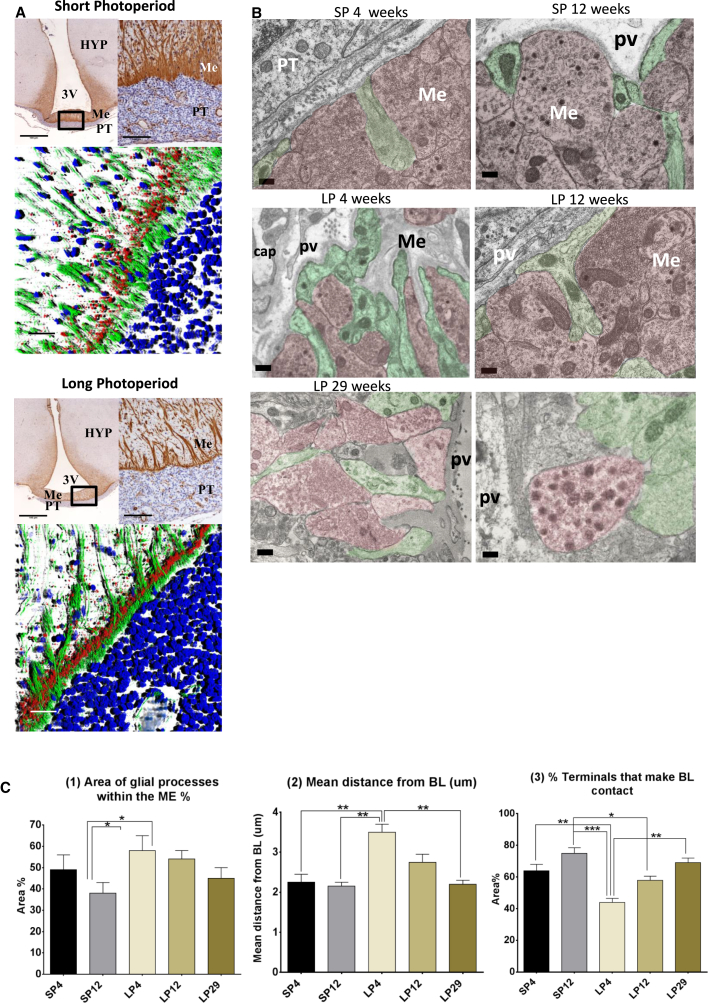
Remodeling of the Neural-Glial Interface of the Median Eminence (A) Vimentin immunostaining for tanycytes (brown) of coronal section of the sheep mediobasal hypothalamus (top). Scale bars, 100 μm and 20 μm, respectively. PT, pars tuberalis; Me, median eminence; 3V, third ventricle; HYP, hypothalamus. 3D render series of IHC images showing GnRH (red), vimentin (green), and DAPI (blue) in SPs and LPs are also shown (bottom). Scale bar, 50 μm. (B) EM images of ME nerve terminals (pink) and tanycytes (green) in SP4, SP12, LP4, LP12, and LP29. pv, perivascular space; cap, capillary. Scale bar, 200 nm. n = 3; representative images are shown. (C) Quantification of the (1) percentage area of glial process (tanycytic end foot) within the ME, (2) mean distance of the nerve terminal from the basal lamina (μm), and (3) percentage of nerve terminals in contact with basal lamina. One-way ANOVA was performed with multiple testing corrections, with adjusted p values as follows: ^∗^p < 0.05, ^∗∗^p < 0.005, ^∗∗∗^p < 0.0005, and ^∗∗∗∗^p < 0.0001; n = 3. Error bars represent the SEM. See also Figure S1.

**Figure 6:**
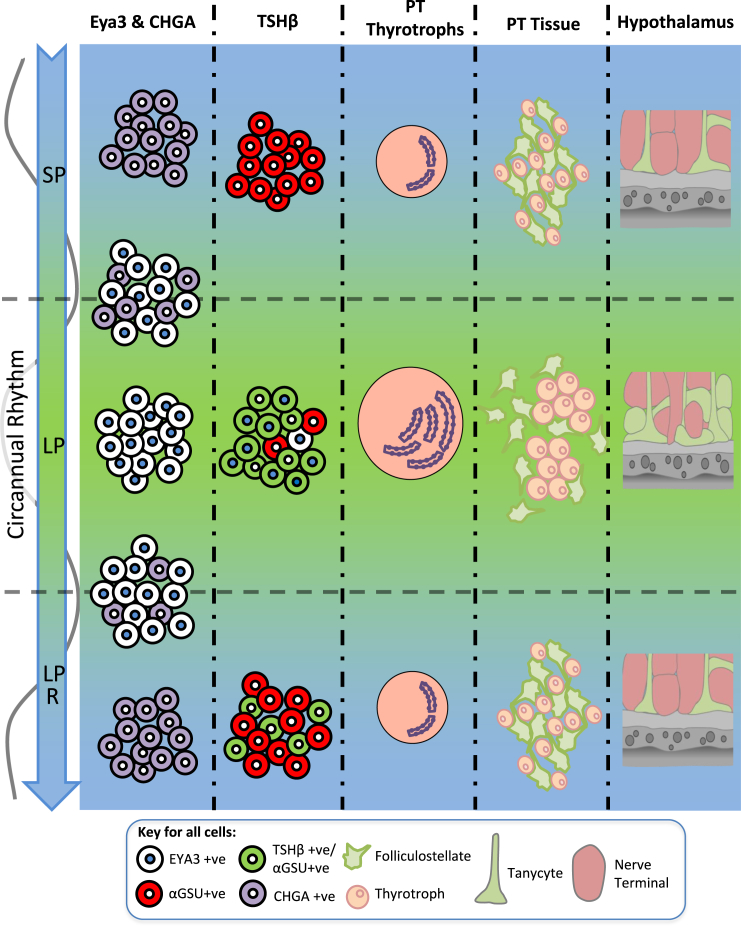
Summary of the Changes in the PT and Median Eminence throughout a Circannual Cycle The model proposes that an endogenous timer switches EYA3 expression in the PT thyrotroph cells, driving TSH and hypothalamic thyroid hormone metabolism independently of melatonin. Individual PT thyrotroph cells are either in a long (EYA3^+^) or short (CHGA^+^) state, and the relative proportion of these binary-state cells determines the phase of the circannual cycle. Re-modeling of the morphology of the PT sees changes in cell size and RER. Within the PT, networks of either thyrotrophs (LP) or FS cells (SP) form. Re-modeling of the hypothalamic interface in the ME leads to encasement of neuronal synapses by tanycyte end feet in the non-breeding season (LP), suggesting a physical mechanism for control of GnRH secretion. Collectively, this suggests that the PT thyrotroph operates as a calendar cell, generating long-term neuroendocrine rhythms in both the hypothalamus and pituitary gland.

How the deposited data were processed for this re-analysis (not part of the article)

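The RNA-seq data of experiment 2 were used: PT samples of castrate male sheep on SPs (5 samples) and after 1, 7, or 28 days of LPs (6 samples each), 23 samples in all. The authors deposited counts of reads per Ensembl sheep gene. The paper lists Bowtie and HTSeq count among its tools, whereas the headers of the count files have the form that featureCounts writes for TopHat alignments, and which program made the counts was not settled. Every sample holds whole-number counts for the same 25197 genes. Sample groups were taken from the sample labels, and SPs and LPs were named as in Table S2. Samples of experiment 4 were not analysed here.

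Total counts per sample lay between 307952 and 4413929, with a median of 3332320. Counting error limits genes near 3 counts, which correspond to 9.74 CPM in the shallowest sample, LP day 1 sample 4. Reads without molecular identifiers are not independent molecules, so this limit covers counting error only. No 2 samples were identical.

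Counts were analysed in R 4.3.3 with edgeR 4.0.16. For each comparison, the samples of the 2 groups were normalized with edgeR's TMM method, and genes with more than 1 CPM in at least as many samples as the smaller group were kept. DE genes were called with edgeR's quasi-likelihood test at a Benjamini-Hochberg FDR under 0.05. SPs were compared with each LP day, LP day 1 with LP day 7, and LP day 7 with LP day 28. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. CPM values of single samples and group means are TMM normalized over all 23 samples. Shares of DE genes in the categories of Table S5 were compared with two-sided Fisher's exact tests across genes, adjusted by the Benjamini-Hochberg method over the 11 categories.

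The paper names EdgeR without the test or the SP samples used. Every set of at least 2 SP samples was therefore compared with the log2 fold changes and p-values in Table S2, using the exact test with a common dispersion. The set of SP samples 2, 3, and 5 differed least, and its fit tested 15326, 15397, and 15282 genes at LP days 1, 7, and 28, the numbers that the FDR values of Table S2 imply. Values were computed for this set and for all 5 SP samples.

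The test was checked on a single set of simulated data in which 200 genes were changed by known amounts, 2-fold or more. Depths and dispersions were those of the SP and LP day 28 samples. Smaller changes and the low depth of LP day 1 sample 4 were thus not covered. Over 5 against 6 samples, the quasi-likelihood test recovered 84% of the changed genes, and 6.67% of the genes it called had not been changed. Of the genes changed 2-fold, it recovered 74%. The exact test with a dispersion for each gene recovered 90.5%, with 11.7% of its calls unchanged genes, and the exact test with a common dispersion recovered 94%, with 34.9% of its calls unchanged genes. With 3 against 6 samples, the quasi-likelihood test recovered 78% and the exact test with a common dispersion 88.5%, with 7.69% and 33.7% of their calls unchanged genes.

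Alternatives were an exact test, DESeq2 1.42.0, normalization by library size or upper quartile, no filter, edgeR's own filter, all groups in a single fit, robust estimation, limma 3.58.1 with voom and sample quality weights, the sample number as a replicate block, stricter thresholds, and each sample left out in turn. Others, chosen after seeing the data, were SP samples 2, 3, and 5 alone, exact tests with a common dispersion or a dispersion for each gene over these samples, the common dispersion over all samples, the library set, the parity of the sample number, or GH1 expression as a covariate, and LP day 1 samples 3 and 4 summed.

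Gene symbols were paired with Ensembl identifiers through Tables S2 and S5, which gave 1259 genes a symbol. A total of 29 symbols belong to more than 1 identifier. The genes named by rule are all those that the paper names for RNA-seq and whose identifier is paired, and for each comparison up to 3 genes in each direction with the largest log2 fold change among DE genes with a symbol and no overlap between the groups. Genes named outside this rule are the pars distalis genes PRL, GH1, POU1F1, POMC, LHB, and FSHB, the clock genes CRY1, NR1D1, DBP, TEF, BHLHE41, and CIART, the cell-division genes MKI67 and TOP2A, and MX2. They serve the checks of tissue, time of day, and similar samples and the values given for cell division, and were not picked by the rule. The cell-cycle genes CDK6, CDC45, CDC25C, and CDT1 could not be paired and were left out. No chromosome positions are given, because no genome build and annotation for these counts were used here.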

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

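The tests of time of day on the odd- and even-numbered samples were chosen only after the result was seen, and the tests of other splits, library set, GH1 expression, and library size were set before their results were seen.

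Single samples lay far from the others of their group in 8 of 100 groups of 5 or 6 samples, where 5 are found by chance. In LP day 7 sample 5, SEMA3D stood at 0.50 (log2 CPM) against 1.18 to 1.57 in the other samples, which rests on 3 counts, and DNAH8 stood at -0.63 against 0.30 to 0.54, which is a count of 0. In LP day 28 sample 6, WIF1 stood at 7.74 against 5.82 to 6.53. In LP day 28 sample 5, AGER stood at 2.80 against 3.33 to 3.48, and BPIFC at 2.01 against 2.78 to 3.24. In LP day 1 sample 5, BPIFC stood at 0.80 with 3 counts, and the other samples had 0 counts. In LP day 1 sample 4, ADAMTS16 stood at -0.63, a count of 0, against 0.66 to 1.33. This sample has the lowest depth, where 3 counts are 9.74 CPM. Total counts of LP day 7 sample 6 were 2741520 against 3332930 to 3594414 in the other samples of that day. No explanation was tested for these single values beyond the counts behind them, and each sample was kept.

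Expression differed directly between LP days for 3 genes that the paper does not discuss. From LP day 1 to LP day 7, the log2 fold change was 3.07 for DCT, 2.41 for VMO1, and 2.25 for ADAMTS16, each higher in 6 of 6 samples, and from LP day 7 to LP day 28 it was -1.64 for DCT, lower in 6 of 6 samples. The number of DE genes between LP days 1 and 7 was reached in 1 of 32 splits of the samples that part the same-numbered samples, the real split alone, and in 2 of 68 splits that part fewer of them. Between LP days 7 and 28 it was reached in 3 of 32 such splits and in 6 of 68 others, so a count of 1 gene is no more than some other splits gave. These counts come from a model that leaves out odd and even sample numbers, between which 152 genes differed on those days. With each sample left out in turn, VMO1 was no longer called in 8 of 12 fits and ADAMTS16 in 9 of 12, and DCT was called in all 12. With the library set as a covariate, the log2 fold changes of VMO1 and ADAMTS16 hardly moved. Their values were 2.40 and 2.23, and their FDR rose to 0.0521 and 0.0636 in edgeR's quasi-likelihood test, whereas DCT kept 3.05 and -1.64 with an FDR of 4.77e-05 and 0.00149. DCT also kept its calls with GH1 expression as a covariate, at 3.00 and -1.58. A direct change of DCT between LP days 1 and 7 remains as a hypothesis. The splits count genes and do not test DCT itself, so they cannot decide about it. The fall of DCT from LP day 7 to LP day 28 was called in all 12 fits with a sample left out and in 16 alternative settings. That fall remains as a hypothesis as well. GC content and gene length were not tested, because no sequence of the build was used here.

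Among DE genes outside those that the paper discusses, DCT had a log2 fold change of 4.37 at LP day 7 against SPs, ARNTL2 of 3.70 at LP day 7 and 4.47 at LP day 28, AGER of -1.21 at LP day 7, and BPIFC, CALB1, and BFSP2 of 5.00, 4.45, and -1.52 at LP day 28. In each case, all 6 LP samples were on the same side of all 5 SP samples. The number of DE genes at LP day 28 was reached in 1 of 32 splits that part the same-numbered samples, the real split. The next largest number among these 32 was 37. It was reached in 0 of 68 other splits, where the largest number was 23. At LP day 7 it was reached in 2 of 32, the other being the split in which LP day 7 sample 6 stood with the SP samples and gave 73 genes. That split keeps 10 of 11 samples with their own group, and the largest number in the other splits of this kind was 2. It was also reached in 1 of 68 splits that part fewer pairs, with 55 genes, in which LP day 7 samples 1, 3, and 5 stood with SP samples 1 and 3. These are the samples of both groups with low CRY1, by the values given further below. BPIFC, ARNTL2, and CALB1 had 0 to 3 counts in each SP sample, so the size of their increase is limited by the depth. Library set as a covariate left the LP day 28 log2 fold changes at 5.05 for BPIFC, 4.49 for ARNTL2, 4.44 for CALB1, and -1.51 for BFSP2, all with an FDR under 0.05. At LP day 7 it moved the FDR of ARNTL2 to 0.0632 and that of AGER to 0.0689 in edgeR's quasi-likelihood test, and left DCT at 4.34. The log2 fold changes of ARNTL2 and AGER, 3.61 and -1.21, hardly moved, so the library set is not shown to contribute to them. With each sample left out in turn, the LP day 7 calls of ARNTL2 and AGER were each lost in 8 of 11 fits. The LP day 7 call of DCT was lost in 0 of 11. Photoperiod remains as a hypothesis for the LP day 28 changes, since GC content and gene length were not tested. The difference in CRY1, which sets SP samples 1 and 3 apart from the other SP samples, was not modeled in any comparison with SPs.

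Odd- and even-numbered samples of LP days 7 and 28 differed in 152 of 14890 genes (FDR under 0.05 in edgeR's quasi-likelihood test with the LP day in the model), 45 higher and 107 lower in even-numbered samples. The paper's main text describes no such division, and its Supplemental Experimental Procedures were not used here. Within LP day 7 alone 61 genes differed, and within LP day 28 alone 21. The parity of the numbers comes from the labels, and it was examined after EYA3 had been seen to differ by number. In LP day 7 samples 1 to 6, CRY1 had 23.8, 302, 23.2, 298, 23.2, and 229 CPM, and in LP day 28 samples 1 to 6 it had 29.3, 242, 28.7, 138, 16.9, and 156 CPM. EYA3 had 969, 30.9, 381, 39.2, 332, and 41.2 CPM in LP day 7 samples 1 to 6, and 407, 37.6, 123, 58.5, 471, and 46.8 CPM in LP day 28 samples 1 to 6.

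Of 100 splits of each day's samples into 3 and 3, drawn from 200, only the split by parity gave as many genes (1 of 100), and the next gave 83 genes and follows the library sets. With the library set as a covariate 181 genes differed, and with GH1 expression as a covariate 131 did, so neither accounts for the difference. Total counts of odd- and even-numbered samples overlapped in both days, and the totals were apart in 0 days. A candidate explanation is a difference in the time of day of collection. Of 11 paired genes on a list of clock genes, 6 differed by parity (54.5%), against 0.981% of the other genes (two-sided Fisher's exact test across genes, p = 4.54e-10). Against the 1068 other genes with a symbol, of which 61 differed, Fisher's exact test across genes gave p = 1.66e-05. The list was drawn up after the difference in EYA3 was seen and before any clock gene was examined. Even against odd numbers, the log2 fold change was 3.18 for CRY1, -1.55 for NR1D1, -0.90 for DBP, -0.58 for TEF, -1.25 for BHLHE41, and -2.01 for CIART. The paper's text says that sampling time points varied, and the sample labels give no time. Genes are not independent replicates, and a division of animals that the labels do not name could give the same values, so time of day is a hypothesis.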

How the results depend on the processing

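All tests of other splits of the samples in this part were set before their results were seen. The main test, the filter, the FDR threshold, and the alternatives other than those said to be chosen later were set before the data were examined. Those chosen after seeing the data are SP samples 2, 3, and 5 only, exact tests with a common dispersion, the exact test with a dispersion for each gene over SP samples 2, 3, and 5, the covariates, and the sum of LP day 1 samples 3 and 4.

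At LP day 1, 0 genes were DE (497 with an unadjusted p under 0.05). All 32 splits of the samples that part the same-numbered samples reached this number, as any split must. Among 68 other splits the largest number was 303, with LP day 1 samples 1, 5, and 6 and SP samples 3 and 5 on one side. The model thus leaves out differences between these samples, which could hide a change at LP day 1. For the real groups, the number was 7 with edgeR's exact test and 2 with DESeq2, and 0 to 4 with each sample left out in turn. It stayed 0 under the other alternatives set before the data were examined, with 336 to 729 genes at an unadjusted p under 0.05. Of the settings chosen later, the exact test with a common dispersion gave 40 genes over SP samples 2, 3, and 5 and 68 over all samples, and the exact test with a dispersion for each gene over SP samples 2, 3, and 5 gave 2.

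The 40 DE genes at LP day 7 became 224 with the exact test, 336 with DESeq2, 96 with robust estimation, 24 with library size only, 24 with voom and sample quality weights, 6 at an FDR under 0.01, and 14 with an absolute log2 fold change of at least 1. They were 7 to 113 with each sample left out. Among settings chosen later, they were 6 over SP samples 2, 3, and 5 only, 277 and 492 with a common dispersion over these and over all samples, 81 with a dispersion for each gene over SP samples 2, 3, and 5, and 71 with GH1 expression as a covariate.

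At LP day 28, the 100 DE genes became 261 with the exact test, 346 with DESeq2, 27 at an FDR under 0.01, and 47 with an absolute log2 fold change of at least 1, and were 41 to 110 with each sample left out. Among settings chosen later, they were 48 over SP samples 2, 3, and 5 only, 440 and 454 with a common dispersion over these and over all samples, and 192 with a dispersion for each gene over SP samples 2, 3, and 5.

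Between LP days 1 and 7, the 3 DE genes became 17 with the exact test, 12 with DESeq2, 1 with voom and sample quality weights, and 1 at an FDR under 0.01, and were 1 to 6 with each sample left out. Of the settings chosen later, the common dispersion over all samples gave 150, and the library set as a covariate and the sum of LP day 1 samples 3 and 4 gave 1 each. Between LP days 7 and 28, the 1 DE gene became 33 with the exact test, 36 with DESeq2, 6 with library size only, 8 without a filter, 4 in a single fit of all groups, 4 with robust estimation, and 7 with voom and sample quality weights, and was 1 to 5 with each sample left out. Among settings chosen later, it became 251 with the common dispersion over all samples, 3 with GH1 expression, and 10 with the parity of the sample number as a covariate.

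The 16 genes DE at both LP days 7 and 28 became 72 with the exact test, 117 with DESeq2, 9 with library size only, 27 in a single fit of all groups, 26 with robust estimation, 6 at an FDR under 0.01, and 9 with an absolute log2 fold change of at least 1, and were 6 to 30 with each sample left out. Among settings chosen later, they were 5 over SP samples 2, 3, and 5 only, 139 and 167 with a common dispersion over these and over all samples, 31 with a dispersion for each gene over SP samples 2, 3, and 5, and 10 with the library set as a covariate.

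With the sample number as a replicate block, 178 genes were DE at LP day 7, 41 at LP day 28, and 6 between LP days 7 and 28, while LP day 1 kept 0 (336 at an unadjusted p under 0.05). The order of LP days 7 and 28 was the opposite under this block and under the common dispersion over all samples. Without LP day 7 sample 6, LP day 7 had 113 DE genes against 100 at LP day 28, and under the other settings LP day 28 had more.

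The fall of CHGA at LP day 28 kept its direction and its side of the threshold under every setting, between -1.79 and -1.59 on the log2 scale with each sample left out and at -1.65 over SP samples 2, 3, and 5. The share of ER, Golgi, and transport genes higher on LPs passed the threshold of Fisher's exact test with DESeq2 (88.6%) and in a single fit of all groups (100%), and was 81.8% to 100% with each sample left out, where it passed without SP sample 1 and without LP day 28 sample 4.

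No result changed direction past a threshold. Of 805 values of 28 results for single genes under these settings, 677 kept their side of the threshold, 38 moved past it, and 90 no longer passed it. The cause was not tested for any of these changes.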

Differences from the paper's values

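At LP day 1, 0 genes were DE (497 with an unadjusted p under 0.05), against the paper's 40. None of the alternatives set before the data were examined closed the gap, the nearest being the exact test with 7 genes. The exact test with a common dispersion over SP samples 2, 3, and 5, which was chosen after seeing the values, gave 40.

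LP day 7 had 40 DE genes, against the paper's 269. Of the alternatives set before the data were examined, edgeR's exact test with 224 and DESeq2 with 336 came within 1.5 times the paper's number, and none of the others did. The exact test with a common dispersion, chosen after seeing the values, gave 277 over SP samples 2, 3, and 5.

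At LP day 28, 100 genes were DE, against the paper's 424. DESeq2, with 346, was the one alternative set before the data were examined that came within 1.5 times. A common dispersion in the exact test, chosen after seeing the values, gave 440 over SP samples 2, 3, and 5 and 454 over all samples.

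The log2 fold change of PAQR6 at LP day 28 was -0.51, against -0.77 in the paper's Table S2. Of the alternatives set before the data were examined, normalization by library size only (-0.60) and the fits without SP sample 1 (-0.63), SP sample 4 (-0.60), LP day 28 sample 1 (-0.56), or LP day 28 sample 4 (-0.62) came within the error, and none of the others did. All 3 settings over SP samples 2, 3, and 5, chosen after seeing the values, gave -0.77.

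LP days 7 and 28 had 16 DE genes in common, against 137 in the paper's Table S2. DESeq2, with 117, was the one alternative set before the data were examined that came within 1.5 times. With a common dispersion, chosen after seeing the values, there were 139 over SP samples 2, 3, and 5 and 167 over all samples.

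The paper states that expression changed on each of the LP days. At LP day 1, the smallest FDR in edgeR's quasi-likelihood test was 0.638 over all samples and 0.309 over SP samples 2, 3, and 5. The paper also names PAQR6, C1orf110, and SOX14 among markers of SPs, chosen as consistent across RNA-seq datasets from different conditions. At LP day 28 over all samples, these genes had an FDR of 0.287, 0.143, and 0.182 in the same edgeR test, each lower on LPs. The paper's other RNA-seq experiment was not analysed here, so these values cannot decide whether the markers are consistent across datasets. The paper's statement on the share of genes common to the comparisons compares with 40% of the DE genes at LP day 7 and 16% of those at LP day 28.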

Other observations

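The tests of the SP samples and the dispersion behind Table S2, of the low depth of LP day 1 sample 4, of the library sets, of photoperiod on GH1, and of LP day 1 samples 3 and 4 were chosen only after the result was seen, and the tests of other splits, of dispersions above the common one, and of GH1 against POU1F1 were set before.

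The values of Table S2 may come from a fit without SP samples 1 and 4. All 26 sets of at least 2 SP samples were tried at each LP day with the exact test, and SP samples 2, 3, and 5 gave log2 fold changes within 9.58e-05 of Table S2 in the median gene at LP day 28, where the next closest set differed by 0.14. With this set and a common dispersion for all genes, the median difference in log10 p at LP day 28 was 1.28e-05, against 1.65 with a dispersion for each gene. A first search, by ratios of group means, had also varied which LP samples were used. Likelihood-ratio and quasi-likelihood tests and trended dispersions were also tried on this set before the common dispersion was chosen. All 40, 269, and 424 genes of the paper's Table S2 were among the DE genes of this fit, whose number at an FDR under 0.045 was 40, 270, and 425. The common dispersion at LP day 28 was 0.0342. Of the 279 genes DE only with the common dispersion, 90.7% had a dispersion of their own above it, against 72.7% of the 161 genes that were also DE with their own dispersions and 40.4% of all 15282 genes. A high share follows from the way these genes were chosen, so the calls cannot be told apart from spread between animals that a single dispersion leaves out, and the share is no evidence for it. Of the paper's 424 genes, 76 were DE at LP day 28 in the quasi-likelihood test over all samples.

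With the common dispersion and SP samples 2, 3, and 5, 7 of the 8 splits of the samples that part all 3 same-numbered pairs gave at least the 40 genes of LP day 1. At LP day 7, 1 of 8 gave as many as 277 genes and at LP day 28, 1 of 8 gave as many as 440, in each case the real split. With 8 splits, the share cannot fall under 0.05. Over all 84 splits, which differ in that they part fewer pairs, 67, 6, and 1 gave as many genes, and the median number was 61.5, 134.5, and 91.5. The 40 genes at LP day 1 are thus no more than other splits gave.

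The low depth of LP day 1 sample 4 was tested as a reason for the lack of DE genes at LP day 1. Without the sample, 0 genes were DE (470 with an unadjusted p under 0.05), so its depth does not account for that number.

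Numbers in the headers of the count files place samples 1 to 3 and samples 4 to 6 of each group in 2 sets of libraries. With the group in the model, 117 genes differed between samples 1 to 3 and samples 4 to 6 over all 23 samples, where other divisions of the numbers gave 0 genes, except that samples 1, 3, and 5 against the rest gave 3. A difference between 2 sets of libraries may explain these 117 genes, and no biological explanation was tested. Each group holds samples of both sets. With the library set as a covariate, 31 genes were DE at LP day 7 and 80 at LP day 28.

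Hormone genes of the pars distalis varied between samples within groups. PRL took 2.35% to 21.0% of the counts and GH1 0.502% to 4.19%. If tissue of the pars distalis had been collected with the PT, GH1 would rise with POU1F1. As deviations from the group means over 23 samples, GH1 and POU1F1 had a Pearson r of 0.66 (permutation p = 0.00106, BH-adjusted 0.00530) and a Spearman rho of 0.588 (permutation p = 0.00375, BH-adjusted 0.0188), among 5 relations of GH1. Without SP sample 5 and LP day 1 sample 2, the farthest from the median of GH1, r fell to 0.30, so the relation rests in part on those samples. Within samples 1 to 3 it was 0.59 (n = 12), and within samples 4 to 6 it was 0.70 (n = 11). The relations with PRL and POMC are not given here. The relations with LHB (r = 0.22) and FSHB (r = -0.02) were weak, and their BH-adjusted permutation p was 0.267 and 0.796 for rho. Photoperiod is the same within each group, so a comparison between groups cannot bear on this spread. In that comparison, the smallest FDR of GH1 against SPs was 0.730 (log2 fold change 0.33 at LP day 7, higher than all SP samples in 1 of 6 samples, edgeR's quasi-likelihood test). A varying share of pars distalis tissue may underlie the spread of GH1, and no such statement is made for PRL. In its antibody screen for pars distalis cell types, the paper detected only αGSU in the PT. It also reports TSHβ protein in pars distalis thyrotrophs. The counts of TSHB, CGA, and CHGA were not separated by tissue and may include such cells. CHGA kept a log2 fold change of -1.14 at LP day 7 with GH1 expression as a covariate (FDR 0.00656, edgeR's quasi-likelihood test). With GH1 expression as a covariate, 71 genes were DE at LP day 7 and 98 at LP day 28.

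LP day 1 samples 3 and 4 were closer to each other than any other pair of samples. With all samples thinned to 307952 counts, the chi-square per gene of this pair averaged 1.13, the lowest of 253 pairs, with 6.48% of genes above the 95% point, and the next pair, LP day 7 sample 2 and LP day 28 sample 6, had 1.59 and 9.27%. A pair of thinnings of LP day 1 sample 3 gave 1.01 and 5.09%. MX2 had 0 counts in both samples and 15 or more in each of the other 21. The samples may come from 1 animal measured in 2 libraries, but the limit set for that explanation was drawn from counting noise alone and when the value, which lies above it, was known. The 2 samples belong to different library sets, which does not decide between 1 animal and 2. By these values, the pair cannot be told apart from 2 similar animals. With the 2 samples summed, 1 gene was DE between LP days 1 and 7, and 0 were at LP day 1 against SPs (473 with an unadjusted p under 0.05).

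Genes that the paper measured by other methods had these values in experiment 2 over all samples. EYA3 had 31.9 ± 6.02 CPM (SD, n = 5) on SPs, 46.0 ± 20.7 CPM at LP day 1, 299 ± 364 CPM at LP day 7, and 191 ± 196 CPM at LP day 28 (SD, n = 6 each). Its log2 fold change was 3.22 at LP day 7 (FDR 0.0777, edgeR's quasi-likelihood test) and 2.57 at LP day 28 (FDR 0.0481, same edgeR test), where 5 and 6 of 6 samples were above all SP samples. The call at LP day 28 was lost in 8 of 11 fits with a sample left out, and in 8 alternative settings against 10 that kept it. The model does not account for the difference between odd- and even-numbered samples. CRY1 had 22.5, 206, 22.8, 237, and 406 CPM in SP samples 1 to 5, and 28.3, 235, 261, 282, 209, and 34.5 CPM in LP day 1 samples 1 to 6. TSHB had a log2 fold change of 1.75 at LP day 28 (FDR 0.0615, same edgeR test), with 6 of 6 samples above all SP samples. TSHB passed the threshold in 8 alternative settings and not in 10, and in 2 of 11 fits with a sample left out. CGA, which encodes αGSU, changed by 0.09 at LP day 28 (FDR 0.694, same edgeR test), with 1 of 6 samples above all SP samples.

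The cell-division genes MKI67 and TOP2A had log2 fold changes of 0.50 (FDR 0.621) and 0.89 (FDR 0.114) at LP day 28 over all samples in edgeR's quasi-likelihood test, with 0 and 5 of 6 samples above all SP samples. For SP samples 2, 3, and 5 these were 1.44 (FDR 0.127) and 0.91 (FDR 0.240), with 6 and 5 of 6 samples above. WIF1, GPR56, NCAN, and COL2A1 had log2 fold changes of 0.26, -0.37, -0.32, and 0.39 at LP day 28, and an FDR of 0.452 or more in the same edgeR test. DNAH8 had a mean of 0.300 CPM on SPs and 0.987 CPM at LP day 28, below the filter.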
